# Egg ovotransferrin‐derived ACE inhibitory peptide IRW increases ACE2 but decreases proinflammatory genes expression in mesenteric artery of spontaneously hypertensive rats

**DOI:** 10.1002/mnfr.201500050

**Published:** 2015-06-26

**Authors:** Kaustav Majumder, Guanxiang Liang, Yanhong Chen, LeLuo Guan, Sandra T. Davidge, Jianping Wu

**Keywords:** ACE‐2, Bioactive peptides, Hypertension, RNAseq, SHR

## Abstract

**Scope:**

Egg ovotransferrin‐derived angiotensin converting enzyme (ACE) inhibitory peptide IRW was previously shown to reduce blood pressure in spontaneously hypertensive rats through reduced vascular inflammation and increased nitric oxide‐mediated vasorelaxation. The main objective of the present study was to investigate the molecular mechanism of this peptide through transcriptome analysis by RNAseq technique.

**Methods and results:**

Total RNA was extracted from kidney and mesenteric arteries; the RNAseq libraries (from untreated and IRW‐treated groups) were constructed and subjected to sequence using HiSeq 2000 system (Illumina) system. A total of 12 764 and 13 352 genes were detected in kidney and mesenteric arteries, respectively. The differentially expressed (DE) genes between untreated and IRW‐treated groups were identified and the functional analysis through ingenuity pathway analysis revealed a greater role of DE genes identified from mesenteric arteries than that of kidney in modulating various cardiovascular functions. Subsequent qPCR analysis further confirmed that IRW significantly increased the expression of ACE‐2, ABCB‐1, IRF‐8, and CDH‐1 while significantly decreased the expression ICAM‐1 and VCAM‐1 in mesenteric arteries.

**Conclusion:**

Our research showed for the first time that ACE inhibitory peptide IRW could contribute to its antihypertensive activity through increased ACE2 and decreased proinflammatory genes expression.

**Abbreviations**
ACE: angiotensin converting enzyme
CVD: cardiovascular disease
CPM: counts per million
DE: differentially expressed
eNOS: endothelial nitric oxide synthase
FC: fold change
IPA: Ingenuity Pathway Analysis
PPAR: peroxisome proliferator activator receptor
RNAseq: RNA‐sequencing
RAS: renin angiotensin system
SHR: spontaneously hypertensive rat

## 1 Introduction

Hypertension, the persistent increase of systolic/diastolic blood pressure over 140/90 mm Hg, respectively, is a major health concern afflicting approximately 1 billion people worldwide 1. Hypertension is considered as one of the risk factors for cardiovascular diseases (CVDs) accounting for ∼30% of global deaths 2, 3. Since pharmacological antihypertensive therapies are often associated with adverse side effects 4, 5, a safer therapeutic alternative is highly desirable; due to their natural origins and perceived lack of adverse side effects, food protein derived bioactive peptides are considered as these alternatives 10, 11. Blood pressure is regulated through multiple mechanisms; these food‐derived peptides were also reported to reduce blood pressure through multiple pathways, i.e. inhibition of angiotensin converting enzyme (ACE) and renin, increased expression of endothelial nitric oxide synthase, and concomitant release of nitric oxide 6, 7, 8, 9.

A novel ACE inhibitory peptide, IRW, identified from egg white protein ovotransferrin 15, was also shown to have anti‐inflammatory effects via modulated expression of several adhesion molecules and inflammatory cytokines in cells 17. Our further in vivo study in spontaneously hypertensive rats (SHRs), a widely used animal model of essential hypertension, demonstrated pronounced antihypertensive effects of orally administered IRW that were likely mediated through several different pathways such as modulation of renin angiotensin system (RAS) through ACE inhibition, reduced vascular inflammation, increased nitric oxide (NO) mediated vasorelaxation though increased expression of endothelial nitric oxide synthase (eNOS) and NO bioavailability by reducing oxidative/nitrosative stress 18. Similarly, two well known, milk‐derived antihypertensive peptides IPP and VPP were also reported to have anti‐inflammatory effects in vascular tissue of apolipoprotein‐E knockout mice and adipose tissue of mice fed with high‐fat diet 19, 20. Lactoferrin‐derived peptide RPYL was reported to inhibit angiotensin II (Ang II) induced vasoconstriction by blocking the binding of Ang II with angiotensin receptor 1 (AT_1_) in rabbit carotid artery 21. Therefore the mechanism of actions of ACE inhibitory peptides was far more complicated than the inhibition of ACE; it is likely that many of these bioactive peptides exert health benefits through modulation of various biologically active proteins at the transcriptional and posttranscriptional levels. Therefore it is important to evaluate the functions of the bioactive peptides on the transcriptome level to identify the alteration of gene expression that may be responsible for the biological effect.

The transcriptome is defined as the complete set of RNA produced by the genome at a given moment in a given tissue in a selected organism; it is considered an important link between the phenotype and the information encoded in the genome 25. A high throughput technique termed RNA‐sequencing (RNAseq) is now available for genome‐wide profiling of the entire transcriptome 24, 25, which can detect the lowly expressed transcripts through in depth sequencing 26. RNAseq provides opportunities to explore many different aspects of the entire transcriptome and is also useful to quantify the gene expression levels by digital analysis 24. Thus this technique can be applied to investigate the detailed molecular mechanisms of food‐derived compounds. Therefore, the main objective of the present study was to investigate the molecular mechanism of egg protein ovotransferrin derived ACE inhibitory peptide IRW on SHRs through transcriptome analysis by RNAseq technique.

## 2 Materials and methods

### 2.1 Animal experimental procedures and sample collections

Animal experiments were performed in SHR as previously described 18. Animals were randomly assigned to treatment groups: untreated (control, *n* = 6), and IRW (15 mg/Kg BW, *n* = 6) for a period of 18 days, and then were sacrificed, and tissues (kidney, aorta, heart, mesenteric arteries; *n* = 6) were collected, weighed, and stored in RNA stabilization reagent (RNA*later*, Qiagen, Toronto, Ontario) at –80°C for future experiments. All experimental protocols were reviewed and approved by the University of Alberta Animal Welfare Committee (Protocol # 611/09/10/D) in accordance with the guidelines issued by the Canada Council on Animal Care and also adhered to the Guide for the Care and Use of Laboratory Animals published by the United States National Institutes of Health. Mesenteric arteries were dissected from the anterior portion of the abdominal aorta and cleaned of adherent surrounding adipose and connective tissues in sterile ice‐cold HEPES‐PSS (in mmol/L: NaCl 142, KCl 4.7, MgSO_4_ 1.17, CaCl_2_ 4.7, K_2_PO_4_ 1.18, HEPES 10, and glucose 5.5; pH 7.4) solution in a petri dish. The mesenteric arteries were put in RNA stabilization reagent after cleaning, whereas kidneys were directly put into RNA stabilization reagent and stored in –80°C.

### 2.2 RNA isolation

Kidney tissue samples were ground into fine powder in liquid nitrogen using oven baked (for sterilization), prechilled mortar and pestle prior to nucleic acid extraction, whereas mesenteric artery samples were cut into small pieces using RNA*later* RNA Stabilization Reagent (Qiagen) by sterile surgical blades. The tissue samples (∼80 mg) were first homogenized using a Precellys1 24 homogenizer (Bertin Technologies, Montigny, France) with two cycles of 30 s each at 5500 rpm and 10 s pause in between and the total RNA were then extracted using *mir*Vana^TM^ miRNA Isolation Kit (Ambion, Carlsbad, CA), in a phenol‐free manner according to the manufacturer's instructions. The quality and quantity of the RNA were determined using Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA), respectively. Only the RNA samples with integrity number (RIN) higher than or equal to 7.0 were preceded for RNA‐seq library construction.

### 2.3 RNA‐seq library construction and sequencing

Total RNA (20 ng/μL) from each sample was used to construct RNA‐seq libraries with a unique index using the TruSeq mRNA Sample Preparation kit (Illumina, San Diego, CA) and the quantification of the library was performed using Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, CA). The libraries were sent to Génome Québec (Montréal, Canada) for sequencing on a HiSeq 2000 system (Illumina). Sequencing reads were 100 bp paired‐end, and they were demultiplexed according to their index numbers with CASAVA version 1.8 (Illumina). Reads that did not pass the Illumina chastity filter test were removed for further analysis.

### 2.4 RNA‐seq reads mapping and annotation

Rat genome (*Rattus norvegicus*, Rnor_5.0) was downloaded from ENSEMBL (http://uswest.ensembl.org/) server and RNA‐seq reads were aligned to the rat genome by using Tophat 2.0.10 with default parameters 27. The output mapping files from the TopHat2 alignment, along with the GTF file from ENSEMBL (http://uswest.ensembl.org/) rat gene annotation v75.30, were used in the htseq‐count (http://www.huber.embl.de/users/anders/HTSeq/) to determine the total number of reads mapped to each gene. The abundance of mRNAs in each library was obtained by normalizing reads number to counts per million reads (CPM), calculated as (gene reads number/total mapped reads number per library) × 1 000 000. The expressed genes with CPM > 1 in at least 60% of the samples was used for further analysis.

### 2.5 Identification of differentially expressed genes

Differential expression of genes between untreated (Untrt), and IRW‐treated (IRW) groups were then assessed using edgeR bioinformatics tool 28. Only higher abundance genes (CPM>5 in at least in 60% of the samples) were used for the identification of differentially expressed (DE) genes. The significantly DE genes were determined based on Benjamini and Hochberg multiple testing correction test by calculating the false discovery rate < 0.05 and fold change (FC) >1.5 (log_2_FC > 0.6) 29, which is similar to a previous study by Liang et al. 30.

### 2.6 Functional analysis of differentially expressed genes

Ingenuity pathway analysis (IPA, Ingenuity Systems, www.ingenuity.com) was used to analyze the correlation between gene expression and key functions of vascular tissues and kidney. A threshold of value of *p* < 0.01 was applied to enrich significant biological functions. The functions of significantly expressed DE genes from both the tissues were analyzed. The functional change according to the FC of DE genes and the direction for a given function (increase or decrease) were determined by using the *z*‐score algorithm provided by the IPA server.

### 2.7 Quantitative real‐time PCR (qRT‐PCR) analysis

To verify the DE genes obtained from RNA‐seq analysis, qRT‐PCR was performed on selected genes: angiotensin converting enzyme 2 (ACE‐2), ATP‐binding cassette‐subfamily B (ABCB‐1), interferon regulatory factor 8 (IRF‐8), E‐Cadherin (CDH‐1), intercellular adhesion molecule 1 (ICAM‐1), and vascular cell adhesion molecule‐1 (VCAM‐1). The gene‐specific primer pairs were designed using Primer Express software (Applied Biosystems, Foster City, CA) (Table 1). The total RNA was reversely transcripted to synthesize the first strand and second strand of complementary DNA (cDNA) using SuperScript® II Reverse Transcriptase (Invitrogen by Life Technologies, Foster City, CA, USA). The qRT‐PCR was performed with Step OnePlus^TM^ Real‐Time PCR System (Applied Biosystems by Life Technologies, Foster City, CA, USA) using the SYBR green chemistry. Thermal cycling was conditioned at 95°C for 20 s for initial denaturation, and then 40 cycled at 95°C for 3 s followed by annealing/extension for 30 s at specific temperature for each primer pair (Supporting Information Table 1). The expression levels were calculated at the cycle threshold values (*C*_T_), where the fluorescent signal was detected above background intensity. The relative gene expression was calculated by using ß‐actin as a reference gene. Relative gene expression was calculated based on ΔCT and ΔΔCT values, where ΔCT = [CT (Target gene) – CT (β‐actin)]; and ΔΔCT = [ΔCT (IRW) – ΔCT (Untrt)]. The fold changes between the untreated (Untrt) and treated (IRW) groups were obtained using 2^−ΔΔCT^.

**Table 1:** Effect of IRW treatment on differentially expressed (DE) genes from the mesenteric artery (MA) and their biological functions

Gene name	Type	Effects on cardiovascular function	Fold change in RNAseq	Fold change in qPCR
Angiotensin converting enzyme‐2 (ACE‐2)	Enzyme	Vasoconstriction Hyperactivity of renin angiotensin system	+24‐fold	+18‐fold
ATP‐binding cassette, subfamily B‐1 (ABCB‐1)	Transporter	Vasoconstriction Leukocyte quantity	+15‐fold	+158‐fold
Interferon regulatory factor‐8 (IRF‐8)	Transcription regulator	Inhibit hyperplasia	+9‐fold	+7‐fold
E‐cadherin (CDH‐1)	Transporter	Inhibit hyperplasia	+19‐fold	+45‐fold
Intercellular adhesion molecule 1 (ICAM‐1)	Transmembrane receptor	Inhibit vascular inflammation	−3‐fold	−8‐fold
Vascular cell adhesion molecule ‐1 (VCAM‐1)	Transmembrane receptor	Inhibit vascular inflammation	−3‐fold	−7‐fold

Fold change after RNAseq analysis was performed by calculating logfc (logfc = log_2_treatment/untreated). Upregulation of gene expression is expressed by “+” sign and downregulation by “=” sign. Fold change for RNAseq = 2^∧^log_2_fc; fold change for qPCR = 2^−ΔΔCT^, ΔΔCT = [ΔCT (treatment) − ΔCT (untreated)].

The qRT‐PCR data were analyzed using GraphPad Prism 5 (GraphPad software, San Diego, CA) and subjected to unpaired, two‐tailed *t*‐test (*n* = 5–6/group) to determine the significant difference, if any, between Untrt and IRW groups. A *p* value of <0.05 was considered statistically significant.

### 2.8 Data submission

All the RNA‐seq data were deposited in the publicly available NCBI's Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE65017.

Web link: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE65017.

## 3 Results

### 3.1 Overview of RNA‐seq dataset

A total of 658 605 105 high quality 100 bp reads were obtained from 23 libraries (12 samples from kidney, six Untrt and six IRW, and 11 samples from mesenteric artery, five Untrt and six IRW) with an average of 28 M ± 6 M reads per sample. 

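The mesenteric artery libraries came from spontaneously hypertensive rats (SHR), a rat strain that develops high blood pressure with age. Rats were left untreated (Untrt, 5 libraries) or received the egg-derived peptide IRW at 15 mg/kg of body weight for 18 days (IRW, 6 libraries), and each library was made from the vessel tissue of a separate rat. The libraries are named here by group and number, and the Untrt group has no library with the number 3. The paper states that the arteries were cleaned of adherent adipose and connective tissue. It names the mirVana kit for the RNA extraction, whereas the sample labels name Trizol. Reads were aligned by the authors to the rat genome Rnor_5.0 with TopHat2 (version 2.0.10) and counted per Ensembl gene with HTSeq. The authors deposited the result as CPM, the share of a gene in the reads assigned to genes, for 26404 gene identifiers, scaled to the same sum in every library. All values (100%) lay within 0.001 reads of a whole multiple of what 1 read was worth, which was 0.0217 to 0.0467 CPM in a library, so that the reads assigned to genes could be recovered. These numbered 21396558 to 39485009 with a median of 35790356 in the Untrt libraries, and 35969592 to 46109003 with a median of 41229032 in the IRW libraries. Their mean was 37.4 M reads per library, although only reads assigned to genes are counted. This lies above the paper's average of 28 M, which covers the kidney and artery libraries together, and the cause of the difference was not tested. The kidney libraries were not analysed here. Genes with a CPM above 5 in at least 60% of the libraries, which is 7 of 11, were tested, as the paper describes. CPM was scaled between libraries by TMM factors, and log2(CPM + 0.5) was compared between the groups with limma, with a Benjamini-Hochberg false discovery rate (FDR) under 0.05 and a log2 fold change beyond 0.6 in either direction as the thresholds. A fold change on this scale understates the change of a gene with low CPM, and it compares means of log2 values, so that a single library with a very high value weighs less than in a ratio of mean CPM.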

About 82% of reads from kidney and ∼87% in mesenteric artery were mapped to the rat genome (*Rattus norvegicus*, Rnor_5.0). 

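Libraries Untrt 4 and Untrt 5 differed from the other libraries across many genes. Setx, Mpeg1 and Irf8 were among the Table S2 genes with their lowest value in Untrt 4, and 77 of the 114 genes that Table S2 lists as upregulated had their lowest value in Untrt 4 or Untrt 5. On the first principal component of the tested genes, which held 55.8% of the variance, Untrt 4 lay at 127 and Untrt 5 at 90.0, while the other libraries lay between -78.0 (IRW 6) and 27.5 (IRW 4). The mean Spearman correlation of a library with the others was lowest for Untrt 4 at 0.740, IRW 3 at 0.747 and IRW 6 at 0.751, and it was highest for Untrt 6 at 0.871. The 10 genes with the most reads took 9.41% of the reads in IRW 2 and up to 28.0% in Untrt 1. TMM factors ranged from 0.839 in IRW 4 to 1.28 in IRW 6. No sequencing batch or date is given in the sample labels or the paper.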

In total, 12 764 expressed genes were detected (CPM>1 in at least 60% of the samples) in kidney and 13 352 genes in the mesenteric artery. Among these genes, 11 890 genes were expressed in both kidney and mesenteric artery, while 874 genes were exclusive to kidney and 1462 genes to mesenteric artery (Fig. 1).

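At a CPM above 1 in 7 of 11 libraries, 13108 genes were counted as expressed in the mesenteric artery. Of these, 10456 also had a CPM above 5 in 7 of 11 libraries. Genes of the vessel wall lay well above these limits in the untreated rats. The endothelial transcription factor Sox18 had 110 ± 31.4 CPM (SD, n = 5) and the microfibril protein Mfap5 had 222 ± 92.0 CPM (SD, n = 5). Several genes that the paper names lay near the lower limits in the untreated rats. E-cadherin (Cdh1) and the transporter Abcb1a were above a CPM of 5 in too few libraries to be tested, and their fold changes are given here without an adjusted p from the main set of genes. Per library, 16500 (Untrt 5) to 18515 (IRW 6) genes had at least 1 read, and Untrt 5 was also the library with the fewest reads.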

**Figure 1:**
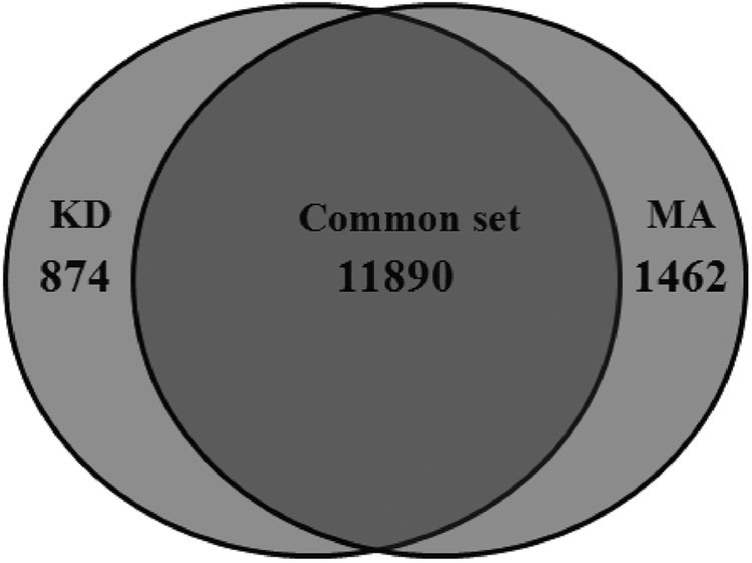
Comparison of gene number detected in kidney (KD) and mesenteric arteries (MA). Total 12 764 genes and 13 352 genes were detected in KD and MA, respectively; out of the 11 890 genes are common to both the tissues types, 874 genes were exclusive to KD and 1462 genes were exclusive for MA.

### 3.2 Significantly altered gene expression profiles in response to IRW

Analysis revealed that only 17 genes were DE in kidney, two of them were downregulated and the rest were upregulated after IRW treatment. In comparison, 151 genes were DE in mesenteric artery, out of those 37 genes were downregulated and 114 genes were upregulated. 

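All 151 genes that Table S2 lists for the mesenteric artery had the direction of the table in these libraries, 114 higher and 37 lower in the IRW group, at a median log2 fold change of 1.84 and -1.50. None of the 10456 tested genes passed both thresholds with limma, where the smallest adjusted p was 0.163 and 2597 genes had an unadjusted p under 0.05. Of the 151 genes, 24 lay outside the CPM filter, 22 of them upregulated, and could not be called with it. All 151 had a CPM above 5 in at least 6 of 11 libraries. With that filter, chosen after seeing the data, limma called 0 too. The endothelial transcription factor Sox18 had the smallest p, with a log2 fold change of -1.45 (standard error 0.23, adjusted p = 0.163 from limma). Of the 37 downregulated genes, 12 had every IRW library below every Untrt library, among them Sox18, Id1, Mfap5 and the haemoglobin genes Hba1 and Hba2. Of the 114 upregulated genes, 5 had every IRW library above every Untrt library, namely Fabp2, Clca4, Idi1, Dhcr24 and Arap2, of which Clca4 and Arap2 were named after their values were seen. Chance gives such a separation for 0.216% of genes in each direction if they are not chosen by their values, but the study chose these genes on the same libraries, so their counts cannot be set against that share. Of the 114 upregulated genes, 38 had their highest value in IRW 1 and 72 in IRW 2 or IRW 6. On the recovered reads, edgeR's exact test called 12 genes upregulated and 40 downregulated, edgeR's likelihood ratio test 19 and 46, and DESeq2's Wald test 227 and 176, whereas edgeR's quasi-likelihood test and limma-voom called 0. With tagwise dispersion and the filter at 6 of 11 libraries, chosen after the counts of Table S2 were known, edgeR's exact test called 55 and 33 and its likelihood ratio test 73 and 34. The latter without factors called 126 and 21 with library sizes over the kept genes, and 83 and 21 with library sizes over all genes. Without Untrt 6, limma called 3 genes upregulated and 18 downregulated, and without IRW 4 it called 1, C1qtnf9, as downregulated.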

All the DE genes identified in both tissues are listed in the Supporting Information Table 2. DE genes were obviously more pronounced in mesenteric artery than that of kidney in terms of fold change after IRW treatment (Fig. 2).

**Figure 2:**
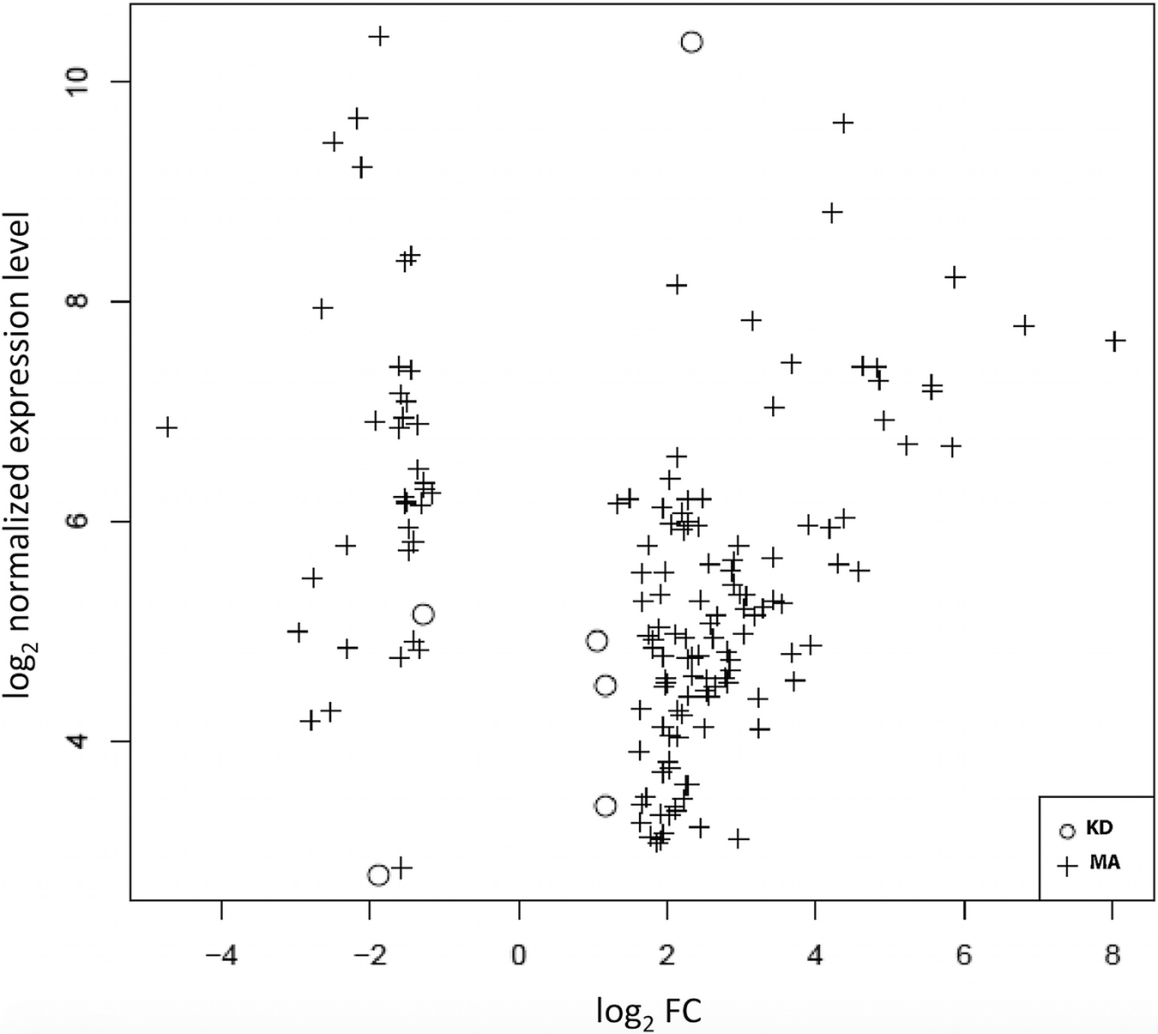
Effect of IRW on detected differentially expressed (DE) genes in kidney (KD) and mesenteric arteries (MA). Axis *X* and *Y* show log2 (fold change) and log2 (normalized reads number) of each DE genes, respectively. DE genes detected in the KD represent by symbol “O” and DE genes detected in MA represent by symbol “+.” The fold changes of the DE genes from KD are much less than gene detected from MA.

### 3.3 Functions of DE genes in response to IRW

Functional analysis conducted through IPA server revealed that DE genes after IRW treatment could modulate various physiological functions. As the focus of the current study was to evaluate the effect of IRW treatment on hypertension, further analysis was performed to delineate the functions of the DE genes that can modulate various cardiovascular functions. The DE genes found in the kidney have a modest effect in cellular functions and not altered any pathways related to the cardiovascular system whereas DE genes from the mesenteric artery have significantly affect the functions such as cellular movement, cell‐to‐cell signaling/interaction, molecular transport, cellular morphology, and cellular maintenance. These altered cellular and molecular functions in mesenteric artery can modulate various diseases and disorders such as inflammatory disease, inflammatory response, metabolic disease, cardiovascular disease, and immunological function (a higher ‐log_10_ *P* value indicates the greater relevance of the DE genes to that particular function, Fig. 3A). 

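Among the upregulated genes of Table S2 were genes of the intestinal epithelium and of lymphocytes, and those matched here had their highest values in a few IRW libraries. Of 32 enterocyte genes on a list written before the CPM files were examined, 5 could be matched to an identifier, and all 5 were higher in the IRW group, at a median log2 fold change of 3.98. The apolipoprotein gene Apoa1 had 3020 CPM in IRW 1, 275 CPM in IRW 2, 23.6 to 36.7 CPM in the other IRW libraries and 1.23 to 24.1 CPM in the Untrt libraries. The intestinal fatty acid binding protein Fabp2 had 2293 CPM in IRW 1 and 14.3 to 168 CPM in the other IRW libraries, all above the highest Untrt value of 6.99 CPM. Over all tested genes 0 of these 5 passed the thresholds, and adjusted over the list alone 4 did, all higher. Here and below, adjustment over the list alone covers only the matched members that were tested, which were 4 for this list. Of 20 genes of epithelial junctions and keratins, 5 were matched, such as the adhesion molecule Epcam with 1295 CPM in IRW 1 and at most 46.7 CPM elsewhere, and 0 passed either way. Of 20 goblet, Paneth and enteroendocrine cell genes, 3 were matched, such as the mucin gene Muc2 with 1609 CPM in IRW 1 and at most 31.0 CPM elsewhere, and the only tested member, Fcgbp, had an unadjusted p of 0.169 from limma. Without IRW 1 the median log2 fold change of the enterocyte genes was 2.97, that of the junction and keratin genes 1.03 and that of the goblet cell genes 1.23. Without Untrt 4 and Untrt 5 these medians were 2.50, 1.25 and 1.36, against 3.98, 2.07 and 2.47 with all libraries. The immunoglobulin light chain gene Igkc had 2714 CPM in IRW 2, 1304 CPM in IRW 6, 743 CPM in IRW 1, 13.0 to 29.7 CPM in the other IRW libraries and 14.6 to 109 CPM in the Untrt libraries. The T lymphocyte kinase gene Lck had 239 CPM in IRW 2 and 138 CPM in IRW 6, and 2.83 to 12.7 CPM in the other libraries of both groups. Of the B lymphocyte and plasma cell list 3 of 20 genes were matched, of the T lymphocyte list 2 of 20 and of the MHC class II list 3 of 10, all higher in the IRW group, and 0 passed over all genes or adjusted over the list alone. The only matched gene of the macrophage and dendritic cell list, Mpeg1, had a log2 fold change of 2.87 (standard error 0.91, adjusted p = 0.163 from limma), which was 1.44 without Untrt 4 and Untrt 5. These genes could be matched because Table S2 names them, so neither their direction nor their passing over the list alone is independent evidence.

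**Figure D1:**
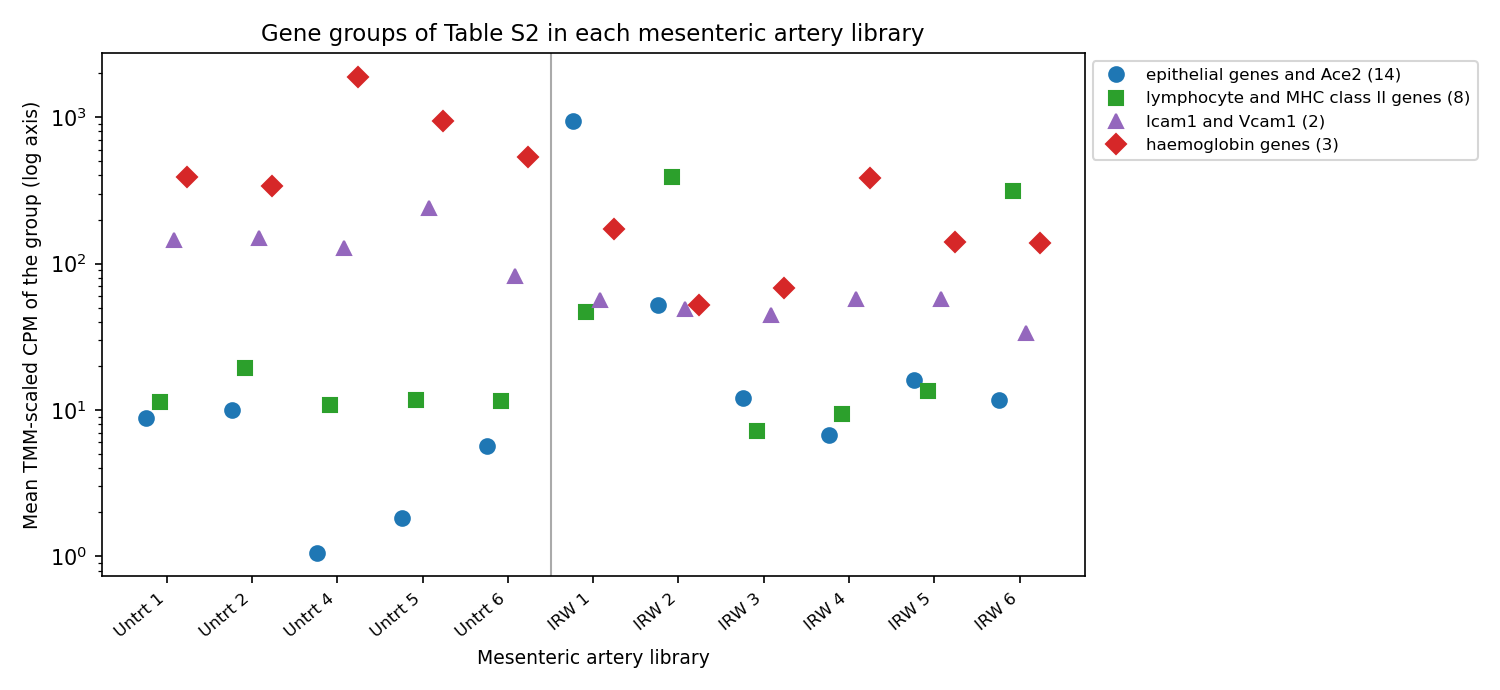
Mean TMM-scaled CPM (log axis, averaged as log2(CPM + 0.5)) of 4 groups of genes in each of the 11 mesenteric artery libraries, with the Untrt libraries left and the IRW libraries right of the vertical line. The 14 epithelial genes, Ace2 and Cdh1 among them, reach 939 CPM in IRW 1 against 6.78 to 51.8 CPM in the other IRW libraries, and the 8 lymphocyte and MHC class II genes reach 389 CPM in IRW 2 and 315 CPM in IRW 6.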

The result indicates that IRW treatment can modulate the expression of genes that are highly related to the cardiovascular function. Further analysis showed that the DE genes from mesenteric arteries could modulate various cardiovascular disease functions such as occlusion of artery, hypertension, and ischemic cardiomyopathy (Fig. 3B). 

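The matched haemoglobin genes and several genes of the vessel wall had lower values in the IRW group, while Nos3 and tenascin C had higher values. The haemoglobin genes Hba1, Hba2 and Hbb, the matched members of a red cell list of 10, were all lower, at a median log2 fold change of -2.43. Hbb had 1011 ± 708 CPM (SD, n = 5) in the Untrt libraries, highest in Untrt 4 at 2111 CPM, and 241 ± 186 CPM (SD, n = 6) in the IRW libraries. Hba1 and Hba2 are near-identical copies that may share reads. All 3 passed adjusted over the list alone, and 0 over all tested genes. Of 26 extracellular matrix genes 4 were matched. The elastic microfibril genes Mfap5 and Mfap2 and the matrix protein gene Spon2 were lower and passed adjusted over the list alone, with log2 fold changes of -1.53, -1.43 and -1.57, while tenascin C (Tnc) had 1.63 and was not tested. The apelin receptor Aplnr and the calcitonin receptor partner Ramp2, matched from a list of 13 calcitonin and apelin receptor genes, had log2 fold changes of -1.23 and -1.12 and both passed adjusted over the list alone. Of 22 endothelial genes only 2 were matched and tested. Sox18 was lower and endothelial nitric oxide synthase (Nos3) was higher, both past the thresholds adjusted over these 2 genes. Nos3 had 109 CPM in IRW 3, 152 CPM in IRW 4 and 152 CPM in IRW 5, against 34.0 to 44.1 CPM in the other IRW libraries and 29.7 to 37.4 CPM in the Untrt libraries, a log2 fold change of 1.13 (standard error 0.40, adjusted p = 0.164 from limma). Of 19 nitric oxide signalling genes Nos3 and the chaperone gene Hsp90aa1 were matched, and both passed adjusted over the list alone, the latter at a log2 fold change of 1.68. Apart from Nos3, which is in the kidney part of Table S2, the members came from the study's own DE genes in these libraries. Neither their direction nor their passing over the list alone is therefore independent evidence.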

Interestingly, DE genes that can modulate cardiovascular function also play important roles in controlling inflammation, immunological and metabolic functions. 

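The 3 matched genes of cholesterol synthesis and uptake were higher in the IRW group. Isopentenyl-diphosphate isomerase (Idi1) had 12.8 ± 3.76 CPM (SD, n = 6) in the IRW libraries and 3.20 ± 2.28 CPM (SD, n = 5) in the Untrt libraries, and the sterol reductase gene Dhcr24 had 25.9 ± 15.0 CPM (SD, n = 6) and 5.92 ± 4.17 CPM (SD, n = 5). Both had every IRW library above every Untrt library. With the sterol carrier gene Stard4 they were the matched members of a list of 24, and all 3 passed adjusted over the list alone, but 0 over all tested genes. Without Untrt 4 and Untrt 5 the median log2 fold change of the 3 was 1.34, against 2.02 with all libraries. Among inflammatory and immune genes, the apoptosis inhibitor gene Birc3, the matched member of 24 NF-kB and cytokine genes, had a log2 fold change of 1.39 (standard error 0.77, unadjusted p = 0.0939 and adjusted p = 0.261 from limma), which was 0.87 without IRW 2. Birc3 had 162 CPM in IRW 2 and 113 CPM in IRW 6, against 7.72 to 25.1 CPM in the other IRW libraries. The leukocyte integrin gene Itga4, matched from a list of 10, had a log2 fold change of 2.12 and was not tested. Of 23 oxidant and antioxidant genes, the glutathione transferase gene Gstm2 was lower, at a log2 fold change of -1.30, and passed adjusted over the list alone. The NADPH oxidase gene Cybb passed as well, at 1.44, and had its highest values in IRW 6 at 234 CPM and in IRW 2 at 115 CPM. These members too were known by name from the study's own DE genes, so their passing over the list alone is not independent evidence.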

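The genes that Table S3 lists for cardiovascular functions all had the direction of the table in these libraries. Among the lower genes, the transcription regulator Id1 had 208 ± 59.5 CPM (SD, n = 5) in the Untrt libraries and 74.5 ± 20.7 CPM (SD, n = 6) in the IRW libraries. The kidney androgen-regulated protein gene Kap had a log2 fold change of -1.50 (standard error 0.62, adjusted p = 0.175 from limma), with 52.1 CPM in Untrt 1 and 90.6 CPM in Untrt 6 against 5.27 to 12.2 CPM in all other libraries. The Kap value was -0.97 without Untrt 6 and -1.96 without Untrt 2. Among the higher genes were the peptidase gene Dpp4 at a log2 fold change of 2.70 (2.13 without IRW 1, which had 200.5 CPM against 6.76 to 41.7 CPM in the other IRW libraries), the transcription regulator Mxd1 at 2.26 (1.62 without IRW 1, which had 297 CPM against 9.34 to 54.9 CPM), the deubiquitinase gene Cyld at 1.76, the chromatin remodeller gene Chd7 at 1.65 and the transferrin receptor gene Tfrc at 1.39. The leukocyte signalling genes Syk, Pik3cg and Cd53 had log2 fold changes of 1.71, 1.89 and 1.31, with their highest values in IRW 6. Without IRW 6 they were 1.27, 1.45 and 0.81. Of the 32 genes 27 were tested, 23 had an unadjusted p under 0.05 and 0 passed over all tested genes. Adjusted over the list alone, 14 were higher and 9 were lower, which is not independent evidence because the study chose the list on these libraries. Of the 32 genes, 10 had their highest value in IRW 1 and 13 in IRW 2 or IRW 6, while 18 had their lowest value in Untrt 4 or Untrt 5. Without Untrt 4 and Untrt 5, 10 genes passed adjusted over the list alone.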

A total of 32 genes were affected in mesenteric arteries that can modulate these various cardiovascular functions, a detailed list of these DE genes and their respective functions in vascular tissues are presented in the Supporting Information Table 3. Given these results, IRW treatment had a greater effect on the mesenteric arteries than that of the kidney; therefore all further experiments were performed only in the mRNA samples isolated from the mesenteric arteries of Untrt and IRW‐treated groups.

**Figure 3:**
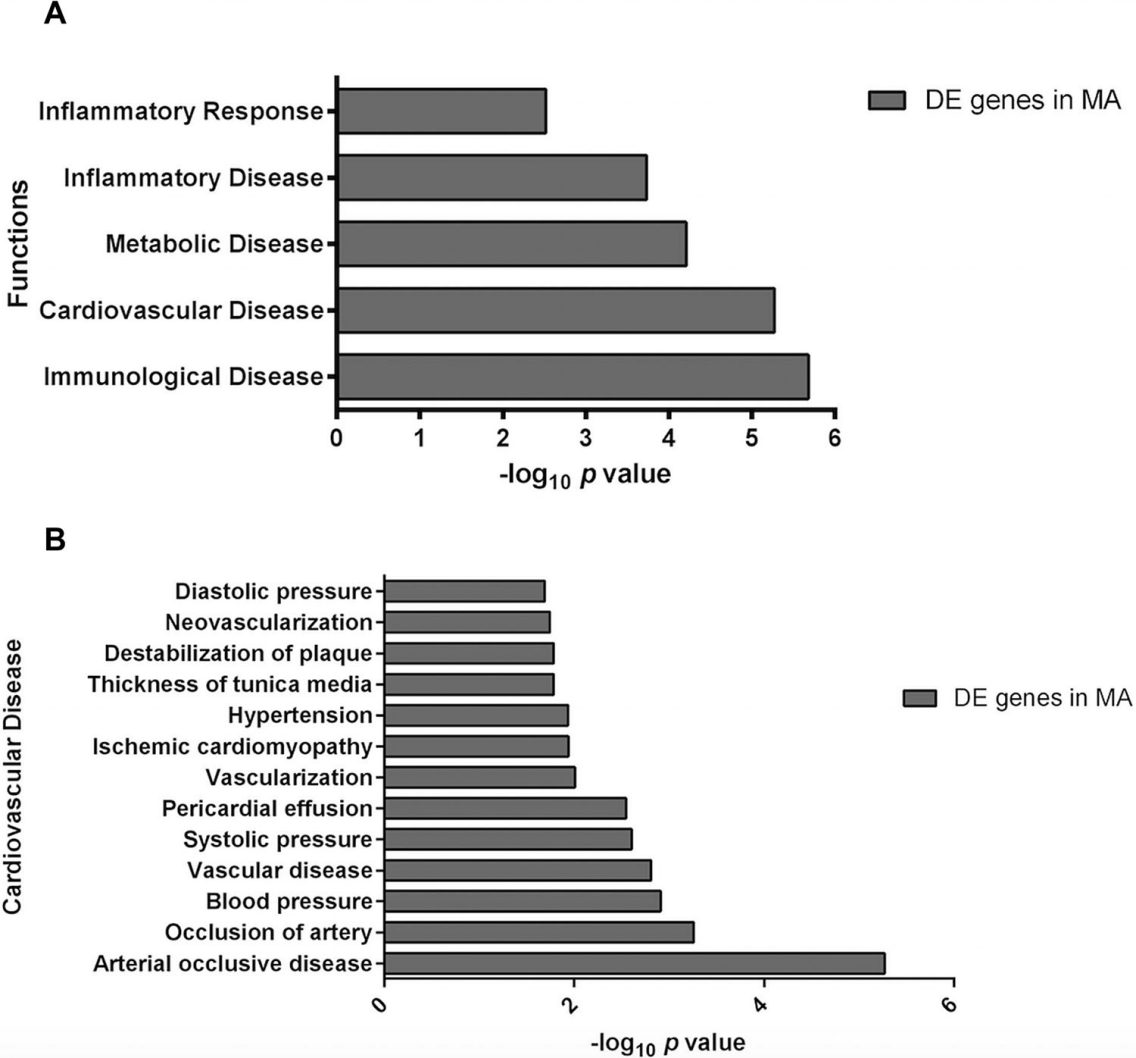
Functional role of DE genes from mesenteric arteries (MA). DE genes identified in the MA after IRW treatment can modulate various physiological functions (A): *X*‐axis and *Y*‐axis represent –log_10_ *P* value and functions, respectively. A higher –log_10_ *P* value indicates a greater relevance to that function. The impact of DE genes identified from MA on cardiovascular disease (B). *X*‐axis and *Y*‐axis represent –log_10_ *P* value and cardiovascular disease functions, respectively. Results were obtained from IPA analyses from *n* = 5–6 per treatment for mesenteric arteries.

### 3.4 Target gene validation

Functional analysis showed that DE genes in the mesenteric artery modulated different cardiovascular functions. Six most interesting DE genes, ACE‐2, ABCB‐1, IRF‐8, CDH‐1 ICAM‐1, and VCAM‐1, were selected for further analysis using qRT‐PCR. According to qPCR analysis, expression of four target genes, ACE‐2, ABCB‐1, IRF‐8, and CDH‐1, were significantly upregulated, while expression of two target genes, ICAM‐1 and VCAM‐1, were significantly downregulated in the mesenteric artery of IRW group (Table 1 *)*. The potential roles of these genes in modulating cardiovascular disease condition and the impact of IRW treatment are presented in Table 1. These six genes have significant roles in all of these pathways and significant fold change (increase or decrease) was observed in the mesenteric artery tissues, qPCR results are in alignment with the RNAseq data (Table 1).

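In the RNA-seq libraries, 4 of the 6 target genes were higher and 2 were lower in the IRW group. ICAM-1 and VCAM-1 were lower in all 6 IRW libraries than in any Untrt library. ACE-2 and IRF-8 were above the highest Untrt value in 5 of 6 IRW libraries, and ABCB-1 and CDH-1 in 4 of 6. Each gene was compared by a two-sided exact permutation test over all ways to split the libraries into 5 and 6, with Benjamini-Hochberg adjustment over the 6 genes, which does not allow for the study's choice of these genes on the same libraries. ICAM-1 and VCAM-1 each had p = 0.00216, the smallest p that the exact test allows, and an adjusted p of 0.00649. ACE-2 had an exact p of 0.0152 (adjusted 0.0303) and IRF-8 an exact p of 0.0325 (adjusted 0.0487). ABCB-1 had an exact p of 0.0606 (adjusted 0.0727) and CDH-1 an exact p of 0.160 (adjusted 0.160), so that these genes did not pass. Without Untrt 2, Untrt 4, Untrt 5 or Untrt 6, each left out in turn, 2 genes passed, ICAM-1 and VCAM-1, and without IRW 4 all 6 passed. The highest value of ACE-2, ABCB-1 and CDH-1 was in IRW 1, the library with the highest values of the epithelial genes.

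**Figure D2:**
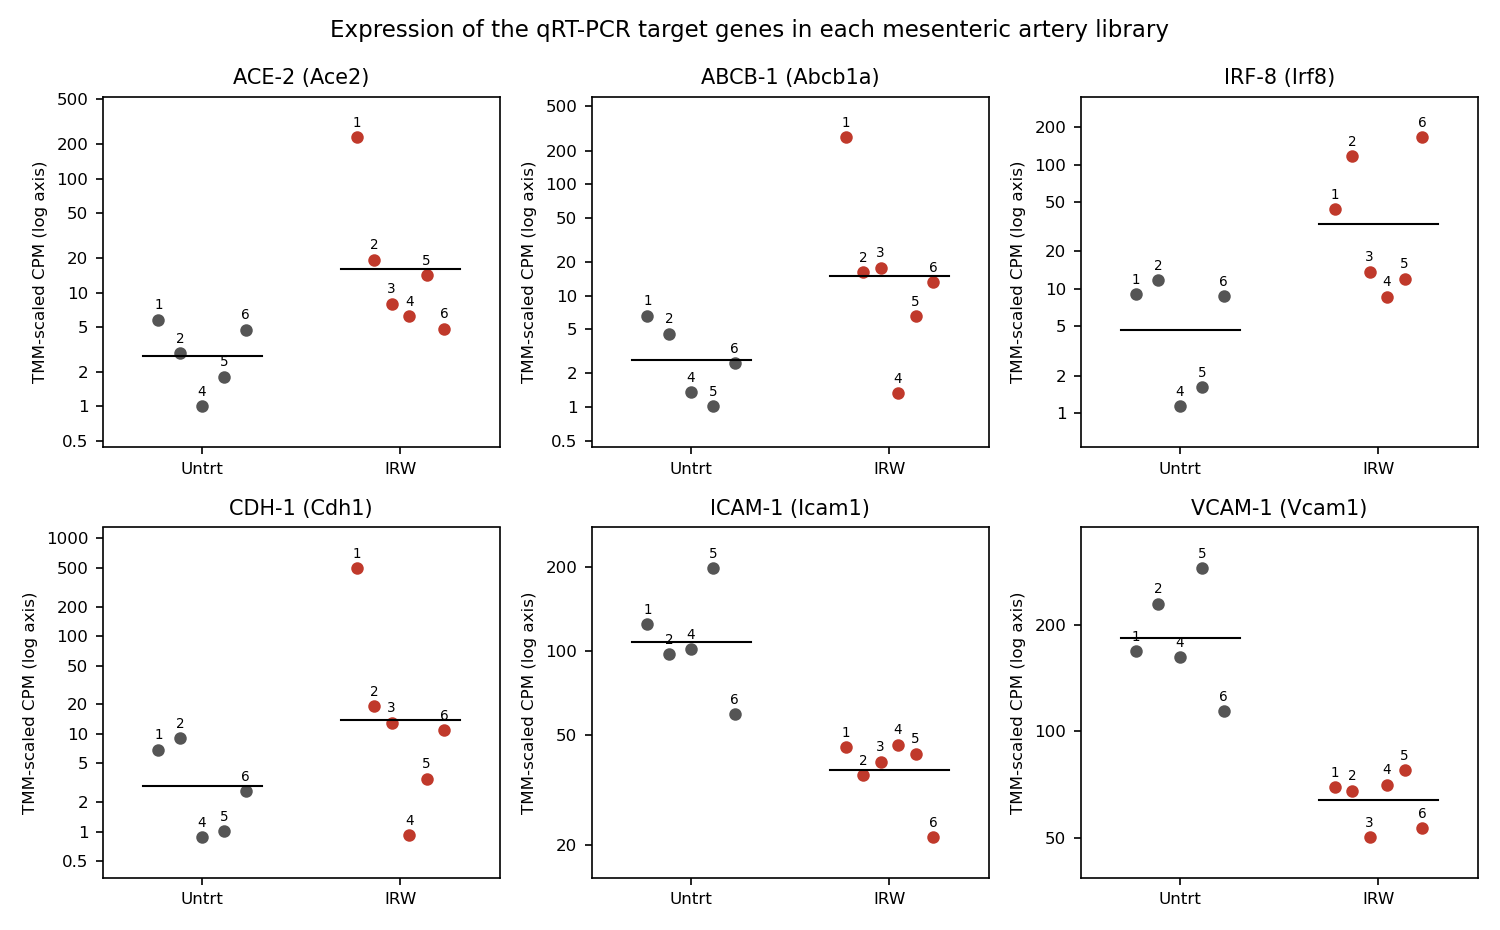
TMM-scaled CPM (log axis) of the 6 qRT-PCR target genes in the 5 Untrt and 6 IRW mesenteric artery libraries. Points are libraries with their number, and lines are group means taken as log2(CPM + 0.5). ICAM-1 and VCAM-1 do not overlap between the groups, and IRW 1 lies far above the other libraries for ACE-2 at 232 CPM, ABCB-1 at 266 CPM and CDH-1 at 499 CPM.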

## 4 Discussion

The relationship between diet and hypertension has been largely recognized by various epidemiological studies 8, 31, 32. Recent studies have characterized various food bioactive compounds that may be responsible for the treatment and management of hypertension and associated cardiovascular disorders 32, 33, 34, 35. Most of these compounds are plant secondary metabolites such as polyphenols and flavonoids 36, 37; food protein derived peptides with blood pressure lowering, cholesterol lowering, anti‐thrombotic, and anti‐oxidant activities have been proven beneficial against CVDs 38, 39, 40. These bioactive compounds can activate signaling pathways and then regulate the expression of specific genes and consequently their translation into the corresponding proteins 41. There are several studies performed to identify the gene expression changes after treatment of bioactive peptides, using DNA microarray or quantitative real‐time PCR (qRT‐PCR) techniques 22, 23. DNA microarray analysis have suggested that IPP and VPP could significantly increase the expression of eNOS, connexin 40, and cyclooxygenase‐1 (COX‐1) genes, whereas decreased the expression of nuclear factor kappa B subunit (NF‐κB) and peroxisome proliferator activator receptor gamma (PPARγ) genes in SHRs 10. Using RT‐PCR analysis, flavonoids, and phenolic compounds from lingonberry and cranberry have been shown to reduce the expressions of ACE, cyclooxygenase‐2 (COX‐2), monocyte chemoattractant protein‐1 (MCP‐1), and P‐selectin genes and exhibit anti‐inflammatory and anti‐thrombotic effect in SHRs 42. Another study showed that peanut polyphenols could exert hypolipidemic effects by increasing the expression of fatty acid synthase, sterol receptor element‐binding protein‐1c, acetyl‐CoA carboxylase (ACC1), and PPARγ genes in Wistar rats 43, 44. In this study, we used the nutragenomics 45 based approach to study the effect of oral administration of a bioactive peptide on gene expression profile of vascular tissues through transcriptome analysis performed by RNA‐seq, a high throughput analysis that could delineate the link between phenotype and information encoded in the genome, which could be used to understand the molecular mechanism of an active food compound. Our study showed that egg protein derived bioactive peptide IRW altered the gene expression in the vascular tissues in adult male SHRs; and 11 890 genes are similar in both kidney and mesenteric arteries but they differentially expressed more in mesenteric arteries than kidney. Functional analysis revealed that DE genes identified from mesenteric arteries have known modulatory roles in various cellular functions, whereas DE genes in kidney have no significant impact at functional level, suggesting a pronounced effect of IRW treatment on mesenteric arteries.

Most reported antihypertensive peptides target at the RAS at the level of ACE inhibition or Ang II receptor blockade. For example, a study by Yu et al. reported that administration of ACE inhibitory peptide, RVPSL, for 4 weeks significantly reduced the mRNA expressions of renin, ACE, and AT_1_ receptor in kidney 23. However, specific modulatory effects of bioactive peptides on ACE‐2 remain largely unknown. Our study showed that IRW treatment significantly increased the gene expression of ACE‐2 without affecting RAS components. 

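ACE-2 (Ace2, ENSRNOG00000031665) was higher in the mesenteric arteries of the IRW group, with 47.5 ± 90.7 CPM (SD, n = 6) against 3.25 ± 1.99 CPM (SD, n = 5) in the Untrt group. Library IRW 1 held the highest of these values, and the other IRW libraries lay between 4.83 and 19.5 CPM, against 1.00 to 5.78 CPM in the Untrt libraries. The log2 fold change was 2.33 (standard error 0.85, adjusted p = 0.164 from limma), and it was 1.56 without IRW 1. The ratio of mean CPM was 14.6, and 3.24 without IRW 1. ACE-2 is also an abundant transcript of enterocytes. Of the 23 genes on a list of the renin-angiotensin system, Ace2 was the only one whose identifier the paper's tables give, through the study's own DE genes, and its unadjusted p was 0.0179 from limma. The other components of the system are not analysed here. On the recovered reads, the Ace2 log2 fold change passed over all tested genes with edgeR's likelihood ratio test, at an adjusted p of 0.0452, and not with edgeR's exact test, at 0.0591. From the increased expression of ACE-2, an enzyme that degrades the vasoconstrictor Ang II, and the lower plasma Ang II found in an earlier study, the paper proposes that IRW lowers blood pressure in part through ACE-2.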

Unlike ACE, ACE‐2 functions as a carboxy‐peptidase, cleaving a single residue from the vasoconstrictor Ang II to generate a vasodilatory peptide angiotensin 1–7 (Ang_1‐7_). A G‐protein‐coupled receptor ‐Mas acts as the Ang_1‐7_ receptor and initiates a counter‐regulatory role by opposing Ang‐II induced vasoconstriction. Thus ACE‐2 contributes to an alternate arm of the RAS pathway, which counterbalances the effects of the classic RAS pathway through degradation of Ang II 46, 47. The reduction of plasma angiotensin‐II level after IRW treatment observed in our previous study 18 could be mediated, at least partially, through increased expression of ACE‐2, as revealed in the present study. A recent study by Ehlers et al. concluded that the milk‐derived ACE inhibitory peptide IPP might exert additional antihypertensive effects through activation of the ACE‐2‐Ang_1‐7_‐Mas axis of RAS system, although expression of ACE‐2 was not determined 7. ACE‐2 is a newly identified arm of RAS pathway; upon activation it can play a vasodilatory role to reduce high blood pressure 46, 47. Therefore increasing the expression of ACE‐2 could mediate the antihypertensive effect through the degradation of vasoconstrictory compound Ang II. Thus, our study documented for the first time that a food protein‐derived ACE inhibitory peptide IRW could contribute to its antihypertensive effect through a new mechanism: increased gene expression of ACE‐2.

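The endothelial adhesion molecules ICAM-1 (Icam1, ENSRNOG00000020679) and VCAM-1 (Vcam1, ENSRNOG00000014333), which bind leukocytes at the vessel wall, were the target genes with the least spread between libraries. Icam1 had 116 ± 51.7 CPM (SD, n = 5) in the Untrt group and 38.5 ± 9.18 CPM (SD, n = 6) in the IRW group. Vcam1 had 192 ± 67.8 CPM (SD, n = 5) and 65.0 ± 10.8 CPM (SD, n = 6). Icam1 had a log2 fold change of -1.52 (standard error 0.30, adjusted p = 0.163 from limma), a 2.86-fold lower level. Vcam1 had a log2 fold change of -1.51 (standard error 0.24, adjusted p = 0.163 from limma), a 2.84-fold lower level. They were the 2 matched members of a list of 15 endothelial adhesion molecules, and both passed adjusted over the list alone, although the study chose them on these libraries. Without Untrt 6, the Untrt library with the lowest value of both genes, they passed over all tested genes with limma at an adjusted p of 0.0445 for Icam1 and 0.0298 for Vcam1. On the recovered reads both passed with edgeR's exact test, at an adjusted p of 0.00275 for Icam1 and 0.000187 for Vcam1, and with DESeq2. Without Untrt 4 and Untrt 5 the log2 fold changes were -1.26 and -1.35. The haemoglobin genes were also lower in the IRW group.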

Our present study also revealed that IRW reduced gene expression of ICAM‐1 and VCAM‐1 in the mesenteric arteries. The reduced gene expression indicates the suppression of protein upregulation at the transcriptional level, which correlates with the reduced ICAM‐1 and VCAM‐1, observed in our previous in vivo study 18. Cellular activation of the proinflammatory transcription factor NF‐κB causes nuclear translocation of p65‐p50 dimers and thus enhances expression of genes whose protein products (such as ICAM‐1 and VCAM‐1) mediate leukocyte recruitment under inflammation and consequently contribute toward vascular inflammation and atherosclerosis 48, 49. We also demonstrated that IRW treatment could inhibit the translocation of both p65 and p50 in endothelial cells 17, which is in agreement with the present study showing downregulation of ICAM‐1 and VCAM‐1 gene expression in the IRW group.

Another two DE genes are the transporters, CDH‐1 and ABCB‐1. Expression of these two genes was significantly increased after IRW treatment. 

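CDH-1 (Cdh1, ENSRNOG00000020151), the cadherin that joins epithelial cells, and ABCB-1 (Abcb1a, ENSRNOG00000008012), a drug efflux transporter, were both higher on average in the IRW group, with values that overlapped between the groups. Cdh1 had 91.1 ± 200.1 CPM (SD, n = 6) in the IRW group and 4.09 ± 3.70 CPM (SD, n = 5) in the Untrt group. Outside IRW 1 its IRW values ranged from 0.920 to 19.2 CPM, and its Untrt values ranged from 0.871 to 9.08 CPM. Abcb1a had 53.5 ± 104 CPM (SD, n = 6) in the IRW group and 3.20 ± 2.35 CPM (SD, n = 5) in the Untrt group, with 1.34 to 17.9 CPM in the IRW libraries other than IRW 1 and 1.01 to 6.60 CPM in the Untrt libraries. The log2 fold change was 2.07 (standard error 1.39) for Cdh1 and 2.32 (standard error 1.13) for Abcb1a, and without IRW 1 it was 1.04 and 1.49. Both genes lay below the CPM filter of the main test. With a filter of CPM above 1, their adjusted p from limma was 0.297 and 0.189.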

As a member of ABC (ATP‐binding cassette) proteins, ABCB‐1's primary role is to provide a first line of defense at the cellular level by inhibiting entry of potentially harmful compounds into the cell and excreting toxic metabolites out of the cell 50. Overexpression of ABCB‐1 also controls the production of leukocyte and thus can control the inflammatory response 51. It was also reported that overexpression of ABCB‐1 might affect the lipid homeostasis and could increase the reverse transport of cholesterol 52. Therefore upregulation of ABCB‐1 could modulate vascular inflammation via differential regulation of leukocytes and could be helpful in destabilization of atherosclerotic plaque through reverse transport of cholesterol 53. Some studies suggest that polymorphisms in this transporter gene might affect individual's susceptibility to ischemic heart disease and atherosclerosis, but the results are still inconclusive 54, 55, 56. Moreover, apart from CVDs, increased expression of ABCB‐1 gene can also reduce the risk of colitis and inflammatory bowel disease 57, suggesting a potential role of IRW in treating several other disease conditions in addition to CVDs. Another transporter gene, CDH‐1 expression was also significantly upregulated by IRW treatment. CDH‐1 is a protein belongs to cadherin family whose main function is to help neighboring cells stick to one another (cell adhesion) to form organized tissues 58. Upregulation of CDH‐1 could inhibit the hyperplasia of endothelial and vascular smooth muscle cells 59, 60. Similarly, another target gene IRF‐8 was significantly upregulated by IRW, which could also inhibit the hyperplasia of the vascular cells 61. These results suggest that IRW treatment can reduce vascular inflammation as well as the hyperplasia of the vascular smooth muscle cells, both of which predispose to arteriosclerosis, a complication of long standing hypertension 62, 63. 

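IRF-8 (Irf8, ENSRNOG00000017869), a transcription factor of B lymphocytes and myeloid cells, had 60.4 ± 66.4 CPM (SD, n = 6) in the IRW group and 6.45 ± 4.78 CPM (SD, n = 5) in the Untrt group. Its highest values were 167 CPM in IRW 6, 117 CPM in IRW 2 and 43.6 CPM in IRW 1, and the other IRW libraries had 8.67 to 13.8 CPM. In the Untrt group it had 1.13 CPM in Untrt 4 and 1.62 CPM in Untrt 5, and 8.73 to 11.7 CPM in the other libraries. The log2 fold change was 2.70 (standard error 0.85, adjusted p = 0.163 from limma), and it was 1.71 without Untrt 4 and Untrt 5. The immunoglobulin and T lymphocyte genes also had their highest values in IRW 2 and IRW 6. DESeq2 called Irf8 at an adjusted p of 0.00926, while edgeR's exact test gave 0.0645. With Epsti1, at a log2 fold change of 1.50 and not tested, Irf8 was matched from a list of 25 interferon response genes, both through the study's own DE genes, and the unadjusted p of Irf8 was 0.00816 from limma.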

Increased inflammation and oxidative stress can also lead to fibrosis and remodeling in vascular tissues. Our previous study demonstrated that IRW treatment significantly attenuated type I collagen levels 18, suggesting a reduction in hypertension induced tissue remodeling. Results from the current study are in alignment with our previous findings as the upregulation of CDH‐1 and IRF‐8 genes inhibits hyperplasia, which may leads to the alteration of tissue fibrosis and vascular remodeling. Additionally, feeding IRW for a period of 18 days did not affect body and organ weights (data not shown), suggesting it is likely safe; further phase‐I clinical trial should be performed to validate its safety. Schematic representations of IRW treatment on gene expressions are illustrated in Fig. 4.

**Figure 4:**
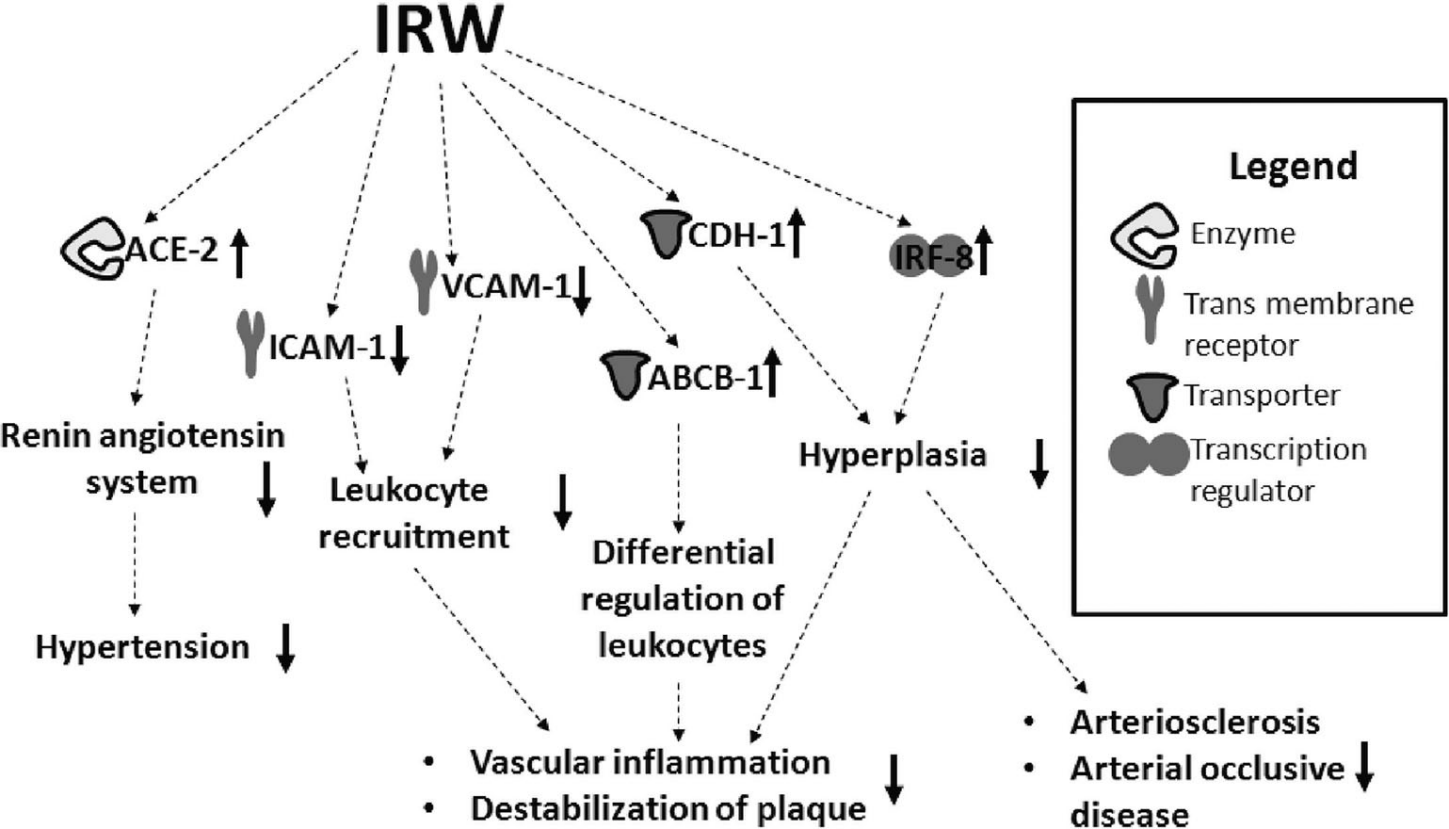
A schematic representation of the effect of IRW on various gene expressions and how it can modulate cardiovascular disease function. The DE genes identified from the mesenteric artery of the IRW treated group modulate various cardiovascular functions. IRW treatment increases the gene expression of angiotensin converting enzyme‐2 (ACE‐2), which can break down vasoconstrictor angiotensin‐II and reduce the activity of renin angiotensin system (RAS), leading to reduced blood pressure. Furthermore, IRW treatment can reduce the gene expression of intercellular adhesion molecule‐1 (ICAM‐1) and vascular cell adhesion molecule‐1 (VCAM‐1) that decrease the leukocyte recruitment in the vasculature and reduce the risk of vascular inflammation, destabilizing atherosclerotic plaque. Similarly, IRW treatment increases the gene expression of ATP‐binding cassette, subfamily B (ABCB‐1), reducing vascular inflammation through differential regulation of leukocytes. On the other hand, IRW treatment increases the expression of E‐Cadherin (CDH‐1) and interferon regulatory factor 8 (IRF‐8) that reduces the hyperplasia of vasculature and the risk of arteriosclerosis and associated cardiovascular disorder.

In conclusion, IRW increased expression of genes for anti‐hypertensive and anti‐inflammatory mediators in vasculature concomitant to a downregulation in proinflammatory genes in SHRs. These results may explain the mechanisms underlying the anti‐hypertensive, anti‐inflammatory, and improved endothelial functions observed upon IRW treatment in vivo. We believe that this is the first study to observe a food‐derived bioactive peptide upregulate expression of ACE‐2 gene, a vasodilator and anti‐inflammatory molecule that may open up novel therapeutic opportunities for the management of vascular and associated inflammatory diseases. Given the oral route of administration, IRW may indeed be well suited for translation as a nutraceutical targeting a number of cardiovascular pathologies. As both RAS and inflammatory pathways affect diverse tissues and organs, a systematic approach to determine IRW's effects on various physiological and pathological processes is necessary. Indeed our transcriptomics study provides novel evidence supporting the role of IRW in modulating the mechanisms underlying conditions such as inflammatory, metabolic and cardiovascular diseases.

*The authors have declared no conflict of interest*.

## Supporting information

As a service to our authors and readers, this journal provides supporting information supplied by the authors. Such materials are peer reviewed and may be re‐organized for online delivery, but are not copy‐edited or typeset. Technical support issues arising from supporting information (other than missing files) should be addressed to the authors.

Table S1. PCR‐primer pair for selective gene

Table S2.

Table S3.

# Supplementary material for: Egg ovotransferrin‐derived ACE inhibitory peptide IRW increases ACE2 but decreases proinflammatory genes expression in mesenteric artery of spontaneously hypertensive rats
**Source:** Mol Nutr Food Res. 2015 Jun 26;59(9):1735–44. doi: 10.1002/mnfr.201500050
**Supplement:** Supplementary file 1 — Table S1. PCR‐primer pair for selective gene

**Supplementary Table 1: PCR-primer pair for selective gene**

| **Gene Name** | **Primer Pair** | **Temperature** | **Reference** |
| --- | --- | --- | --- |
| ACE-2 (Angiotensin Converting Enzyme2) | Forward Primer GCTAAACATGATGGCCCACT  Reverse Primer CCCACAGTCGAATTCCTGTT | 64^o^C | Designed and verified in this study |
| ABCB-1 (ATP-Binding Cassette, sub-family B-1) | Forward Primer CGTTGCCTACATCCAGGTTT  Reverse Primer TGGAGACGTCATCTGTGAGC | 62^o^C | Designed and verified in this study |
| ICAM-1 (Intercellular Adhesion Molecule-1) | Forward Primer GAGTCTCCCAGCACCAGCAT  Reverse Primer GTGCCTACCCTCCCACAACA | 64^o^C | Designed and verified in this study |
| VCAM-1 (Vascular cell Adhesion Molecule-1) | Forward Primer GAGTCTCCCAGCACCAGCAT  Reverse Primer GTGCCTACCCTCCCACAACA | 60^o^C | Designed and verified in this study |
| IRF-8 (Interferon Regulatory Factor-8) | Forward Primer ACGCAGGCAAGCAAGACTACA  Reverse Primer AATCCGGGCTCTTGTTCAGA | 62^o^C | Designed and verified in this study |
| E-Cadherin-1 (CDH1) | Forward Primer GGGTTGTCTCAGCCAATGTT  Reverse Primer CACCAACACACCCAGCATAG | 64^o^C | Designed and verified in this study |
| β-actin | Forward Primer CTAGGCACCAGGGCGTAATG  Reverse Primer CCACACGGAGCTCGTTGTAG | 60-64^o^C | [64] |

How the deposited data were processed for this re-analysis (not part of the article)

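RNA-seq libraries of mesenteric arteries from 5 untreated SHR (Untrt) and 6 SHR given IRW at 15 mg/kg of body weight for 18 days were analysed. Groups and numbers were taken from the sample labels and the paper, which gives 6 rats per group. Before deposit, the authors demultiplexed reads with CASAVA (1.8), aligned them with TopHat2 (2.0.10, default parameters) to Rnor_5.0, counted them per Ensembl gene with HTSeq and divided by the sum, so that the deposited values are CPM per gene. The strand setting of the counting is not given in the sources used here. Each file holds 26404 gene identifiers and 0 rows for unassigned reads. The kidney libraries were not analysed here.

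Each library's CPM values were divided by the value of 1 read, which gave whole reads for 100% of values within 0.001 reads, with a largest deviation of 0.000239 reads. The recovered reads per library ranged from 21396558 to 46109003, and 1 read in the shallowest library corresponds to 0.0467 CPM. The design written before the data were examined assumed counts and named edgeR's quasi-likelihood test. As the deposited unit is CPM, the main test was instead limma (version 3.58.1) with a mean-variance trend on log2(TMM-scaled CPM + 0.5), and edgeR's quasi-likelihood test (version 4.0.16) on the recovered reads was run as an added alternative. It called 0 genes, and limma called 0. Genes with a CPM above 5 in 7 of 11 libraries were tested (10456 genes), and calls needed an FDR under 0.05 after Benjamini-Hochberg adjustment and a log2 fold change beyond 0.6. The filter and thresholds are those that the paper states. TMM factors were computed over the tested genes. With TMM the median log2 fold change of the tested genes was 0.0262, and with library size alone it was 0.172, so that fold changes without factors lie higher by about that shift. For genes outside the filter the difference of group means of log2 values is given with an unmoderated standard error and no adjusted p. The 6 qRT-PCR target genes were also compared by a two-sided exact permutation test.

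Gene names were taken from Table S2, which pairs 167 of the identifiers with a row, 157 of them with a symbol, and the remaining 26247 identifiers have no name here. The RefSeq table at hand is of the assembly GRCr8 and holds 0 rows with an Ensembl identifier, so it was used only for synonyms of symbols, and no coordinates are given. The named genes are the genes that the paper names and measures or discusses for this tissue, the 32 genes of Table S3, up to 4 members of each gene list with the smallest adjusted p and up to 2 that did not pass, and, among called genes whose groups do not overlap, the 12 highest and 8 lowest fold changes. As no gene was called, the last part of the rule named none. Values in Tables S2 and S3 had been seen when the rule was written. The 30 gene lists were written before the data were examined, with the paper's tables known. Of their 552 entries 53 could be matched to an identifier, all through Table S2, and 7 lists had no matched member: lymph node and follicle stroma, vascular smooth muscle, adipocyte, mesothelium, nerve and glia, pancreatic acinar cell and skeletal muscle. Set tests over the lists were not run, because the matched members are few and were chosen by the study.

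limma, edgeR's quasi-likelihood and exact tests and DESeq2 were tested on simulated data, drawn for the 10456 genes from the real means, library sizes and dispersions with 200 genes changed between IRW and Untrt. Of 100 genes changed by a log2 of 3, limma recovered 92, and of 100 changed by a log2 of 1 it recovered 7, with 1 unchanged gene called. DESeq2 (1.42.0) recovered 98 and 32 with 27 unchanged genes called, and edgeR's exact test 98 and 23 with 18. edgeR's likelihood ratio test, limma-voom and the permutation test were not run on simulated data. In this simulation a log2 change of 1 was thus mostly not detected with 5 and 6 libraries. Genes were drawn independently of each other, and the changed genes were picked among those well above the CPM filter. Differences that many genes share, as in Untrt 4 and Untrt 5 or in single IRW libraries, were not simulated. Recovery and false calls on the real data may therefore differ from these figures. Counting error is small beside the spread between libraries at these depths, except for genes with few reads. Alternatives covered the factors, the filter, the test, the thresholds, the pseudocount, the depth, the replicate numbers and each library left out in turn. R 4.3.3, Python 3.11.15, numpy, pandas, scipy and matplotlib were used.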

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

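The tests on single rats, on a rise shared by all IRW-treated rats and on Untrt 4 and Untrt 5 were chosen after the values had been seen, while those on leukocytes and on vessel cells were set before. Of 146 comparisons of a library with the rest of its group, 8 gave a library far from the others by Dixon's ratio at the 95% level. That is about as many as the 5% that chance gives, so the flags show no excess. The ratio looks for a single library, however, and can miss libraries that lie high together, as IRW 2 and IRW 6 did for Lck. Among the IRW libraries, IRW 1 lay far above the others for Ace2 (232 CPM against 4.83 to 19.5 CPM), Krt8 (1732 CPM against 15.3 to 55.4 CPM) and Fcgbp (1841 CPM against 4.40 to 38.7 CPM), IRW 6 lay below for Icam1 (21.3 CPM against 35.7 to 46.0 CPM), and IRW 4 lay above for Aplnr (80.8 CPM against 37.8 to 48.9 CPM). Among the Untrt libraries, Untrt 4 was low for Pak1 (2.90 CPM against 6.99 to 9.54 CPM), Untrt 2 was low for Fos (15.4 CPM against 85.7 to 162 CPM), and in Untrt 1 the 10 genes with the most reads took 28.0% of the reads against 16.4% to 18.4%. Outside the genes of Table S2, 599 genes with a CPM above 5 were more than 8 times the median library in IRW 1, 452 in IRW 2, 435 in IRW 6, 145 in IRW 3, 24 in IRW 5 and 11 in IRW 4, whereas the Untrt libraries had at most 25 such genes. IRW 2 and IRW 6 shared 373 of their genes, counting those in Table S2, and IRW 1 shared 69 with IRW 2 and 48 with IRW 6.

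The first pattern is the higher level of 14 epithelial genes, Ace2 and Cdh1 among them, in the IRW group. Intestinal epithelium in the dissected tissue of single rats is a candidate explanation, since 14 of the 14 genes had their highest IRW value in IRW 1, with 3020 CPM of Apoa1, 2293 CPM of Fabp2 and 1841 CPM of Fcgbp in that library. A rise shared by the IRW-treated rats stays open beside it: 1 of the 14 genes, Fabp2, had every IRW library above every Untrt library, but the mean level of the 14 genes was 939 CPM in IRW 1, 51.8 CPM in IRW 2 and 6.78 to 15.9 CPM in the other IRW libraries, against 1.06 to 10.1 CPM in the Untrt libraries, so that 5 IRW libraries lay above every Untrt library. The median log2 fold change was 2.40 with all libraries, 1.48 without IRW 1 and 1.57 without Untrt 4 and Untrt 5, the genes were known by name only because the study called them, and a single rat that responded strongly is not excluded. The tests planned on epithelial genes outside Table S2 could not be run, since no identifier is paired with them here.

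The second pattern is the higher level of 8 lymphocyte and MHC class II genes. A rise shared by all IRW-treated rats is argued against, since 0 of the 8 genes had every IRW library above every Untrt library and the mean level was 7.22 to 13.4 CPM in IRW 3, IRW 4 and IRW 5, against 10.8 to 19.3 CPM in the Untrt libraries. Lymphoid tissue in the dissected tissue of single rats is a candidate explanation, since 8 of the 8 genes had their 2 highest IRW values in IRW 2 and IRW 6, with 2714 CPM and 1304 CPM of Igkc. General leukocyte infiltration that includes myeloid cells cannot be told apart from it. Only 1 gene of the macrophage and dendritic cell list, Mpeg1, has a name here, and its log2 fold change lay 1.08 above the mean of the B and T lymphocyte medians. This gap depended on Untrt 4 and Untrt 5. Without them Mpeg1 had 1.44, between the B lymphocyte median of 2.40 and the T lymphocyte median of 0.93. Outside the macrophage and dendritic cell list, Irf8, a transcription factor of B lymphocytes and myeloid cells, and the NADPH oxidase gene Cybb also had their highest values in IRW 6 and IRW 2. Immune activation in these rats is an untested biological explanation that stays open.

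The third pattern is the lower level of Icam1 and Vcam1. An origin in Untrt 4 and Untrt 5 alone is argued against, since without them the mean log2 fold change of the 2 genes was -1.30, against -1.51 with all libraries, or 86.3% of its size. A lower share of vessel cells in the RNA cannot be excluded. The only endothelial gene with a name from outside the artery part of Table S2, Nos3, had a log2 fold change of 1.13, which goes against a lower share. Its higher values were in IRW 3, IRW 4 and IRW 5, whereas Icam1 and Vcam1 were lower in every IRW library. The other matched endothelial gene, Sox18, had -1.45, which goes with a lower share. Neither decides it, since the study chose Nos3 in kidney and Sox18 on these libraries. An effect of IRW on the adhesion molecules may also account for the pattern and stays open, as does a difference in blood content, which was not tested and which the lower haemoglobin genes raise.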

How the results depend on the processing

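The pseudocounts, the filter at 6 of 11 libraries, the quasi-likelihood test, the fits with tagwise dispersion, their 40 combinations and the fits that leave out IRW 1, or both Untrt 4 and Untrt 5, were chosen after seeing the data. The main count of 0 DE genes with limma (2597 at an unadjusted p under 0.05) was also 0 with RLE, upper quartile or no factors, with the filters at CPM above 1, by edgeR's filterByExpr or for all genes with a read, with an FDR of 0.01, without a fold threshold, with reads thinned to the shallowest library, with both other pseudocounts, with limma-voom with and without quality weights, and with edgeR's quasi-likelihood test with and without robust dispersion. With the replicate block it was 0 too, with 2807 genes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0797. The numbers share no animals between the groups, and same-numbered libraries correlated at -0.106, -0.263, 0.439, 0.0288 and 0.182, so they were not treated as pairs.

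Other tests gave other counts, for which the cause was not tested. edgeR's exact test called 12 genes upregulated and 40 downregulated (52), edgeR's likelihood ratio test 19 and 46 (65), and DESeq2 227 and 176 (403). With tagwise dispersion and the filter at 6 of 11, the exact test called 55 and 33 (88) and the likelihood ratio test 73 and 34 (107). Without factors the likelihood ratio test called 126 and 21 (147) with library sizes over the kept genes, and 83 and 21 (104) over all genes. The values of this test without factors given below use library sizes over the kept genes, unless stated otherwise. Over the 40 combinations of 5 tests and dispersion estimates, 4 kinds of factors and 2 library sizes, the count ranged from 43 to 147 with a median of 91. The exact test with tagwise dispersion called 22 and 17 (39) without IRW 1, of which 37 were among the 88. Leaving out each library in turn with limma gave 0 to 21 DE genes (0 to 3 upregulated and 0 to 18 downregulated), with 21 without Untrt 6, 1 without IRW 4 and 0 otherwise. Without both Untrt 4 and Untrt 5 limma called 0, with 698 genes at an unadjusted p under 0.05.

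Of the 32 genes of Table S3 and of the gene list members, 0 were called in the main setting. edgeR's exact test called 8 and 16, its likelihood ratio test 13 and 17, and DESeq2 24 and 30. With tagwise dispersion the exact test called 20 and 33, the likelihood ratio test 25 and 36, the likelihood ratio test without factors 27 and 43, and the exact test without IRW 1 called 6 and 11. Leaving out each library with limma gave 0 to 6 and 0 to 8, the highest without Untrt 6.

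Vcam1 and Icam1 passed with edgeR's exact and likelihood ratio tests at log2 fold changes of -1.57 and -1.60, with DESeq2 at -1.57 and -1.60, with tagwise dispersion at -1.57 and -1.60 in both tests, at -1.38 and -1.42 without factors and at -1.59 and -1.65 without IRW 1. Leaving out each library gave -1.69 to -1.35 for Vcam1 and -1.74 to -1.30 for Icam1, and both passed without Untrt 6. Ace2 passed with the likelihood ratio test at 3.87. With tagwise dispersion Ace2 passed at 3.86 in both tests and at 4.11 without factors, Abcb1a at 4.05 and 4.33, Cdh1 at 4.47 and 4.74, and Irf8 at 3.22 and 3.56. Irf8 passed with DESeq2 at 3.22 and with the exact test without IRW 1 at 3.29, where Ace2 had 1.67 and an adjusted p of 0.129, and over its alternatives the adjusted p of Ace2 ranged from 0.0103 to 0.725. Leaving out each library in limma gave 1.56 to 2.63 for Ace2, 1.49 to 2.93 for Abcb1a, 1.04 to 2.73 for Cdh1 and 2.21 to 3.07 for Irf8. DESeq2 gave no adjusted p for Ace2.

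Of the 6 target genes 4 passed the exact permutation test, and 2 to 6 did with each library left out. Without both Untrt 4 and Untrt 5, 2 passed. Expressed genes numbered 13108, and 10968 to 13352 in the alternatives. Fos, at -0.46 in limma and past no threshold, had the opposite sign at 0.17 in edgeR's exact, likelihood ratio and quasi-likelihood tests, robust dispersion included, at 0.17 in DESeq2, at 0.16 with tagwise dispersion and at 0.36 without factors. Of the other single-gene values and list counts, 2030 kept direction and side of the threshold, 221 passed a threshold that they missed in the main setting, and 9 counts moved by over 1.5 times. The offsets for gene length, the covariates from genes outside Table S2, the set tests and CPM over all reads were not run, since the gene lengths, names and unassigned reads they need are not used here.

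The test on the number of DE genes from limma was set before, and the other 2 were chosen after seeing the data. Splits of the libraries into other groups of 5 and 6 were compared with the real one over 100 splits drawn with a fixed seed, the real one included. With a real count of 0 DE genes from limma, all 100 splits have as many whatever their values, so the comparison says nothing about chance for that count, and the highest other split gave 384. For genes at an unadjusted p under 0.05, 3 of the 100 splits, the real one included, had as many as the real 2597, which is under 5%. This count was chosen after seeing the data and the other counts gave no such result, so it does not exclude chance. The highest other split gave 3602. The real count was 1496 without Untrt 4, 1478 without Untrt 5 and 1612 without IRW 6, and up to 3366 with each other library left out, for which no splits were run. For edgeR's exact test with tagwise dispersion, 13 splits had as many as the real 88, so chance cannot be excluded, and the highest other split, with Untrt 2, Untrt 4, Untrt 5, Untrt 6 and IRW 4 on the smaller side, gave 1116. That split keeps 4 of the 5 Untrt libraries together and so holds much of the treatment contrast. A split that mixes the groups more, with Untrt 1, Untrt 2, IRW 2, IRW 3 and IRW 6 on the smaller side, gave 712 with this exact test and 86 with limma. Such a count points to a structure of the libraries apart from the treatment.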

Differences from the paper's values

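The paper reports 151 DE genes in the mesenteric artery, 114 upregulated and 37 downregulated, by edgeR with an FDR under 0.05, a log2 fold change above 0.6 and genes with a CPM above 5 in at least 60% of the samples. Here limma called 0, 0 and 0 at the same thresholds. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's total or of its 114 upregulated genes, and for the downregulated genes edgeR's exact test with 40 and edgeR's likelihood ratio test with 46 did, while the others did not. The exact test called 33 of the paper's 151 genes, the likelihood ratio test 43 and DESeq2, with 403 calls, 97. After the paper's count was known, 40 combinations of edgeR test, dispersion, factors and library size were run with the filter at 6 of 11 libraries, and 9 of them gave 101 to 147 genes, within 1.5 times of the paper's total. Chosen after seeing the values, the likelihood ratio test with tagwise dispersion, no factors and library sizes over the kept genes came nearest with 147 (126 upregulated and 21 downregulated). It drops 29 of the paper's genes. With library sizes over all genes the same test without factors gave 104 and drops 54. With TMM factors the likelihood ratio test with tagwise dispersion gave 107 and drops 53, and the exact test with tagwise dispersion gave 88, all among the paper's genes, and drops 63.

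For ACE-2 the paper's log2 fold change in Table S2 is 4.58 and the value here was 2.33. edgeR's exact and likelihood ratio tests at 3.87, edgeR's robust quasi-likelihood test at 3.86 and DESeq2 at 3.86 lay within the standard error of the value here from the paper's, and the other alternatives set before the data were examined did not. For ABCB-1 the paper's log2 fold change is 3.93 and the value here was 2.32, and of the alternatives set before the data were examined that gave it a value, leaving out IRW 4, at 2.93, lay within the standard error and the others did not. For CDH-1 the paper's log2 fold change is 4.30 and the value here was 2.07, and none of the alternatives set before the data were examined that gave it a value lay within the standard error. For ABCB-1 and CDH-1 edgeR's exact, likelihood ratio and robust quasi-likelihood tests, DESeq2 and limma-voom with and without quality weights gave no value, since both genes lay below the filter, so these settings were not compared with the paper for them. Table 1 of the paper gives a 24-fold increase for ACE-2, a 15-fold increase for ABCB-1 and a 19-fold increase for CDH-1, where the values here were 5.02-fold, 4.99-fold and 4.20-fold, and no alternative set before the data were examined that gave a value came within 1.5 times of them, which for ABCB-1 and CDH-1 leaves out the same settings. Added after seeing the data, edgeR's exact test with tagwise dispersion gave log2 fold changes of 3.86 for ACE-2, 4.05 for ABCB-1 and 4.47 for CDH-1 and called all 3, with the 63 genes it drops given above. The scales differ, since the values here compare means of log2 values and edgeR compares mean counts. Over the 151 genes of Table S2, 102 log2 fold changes of that exact test lay within 0.1 of the paper's. The largest difference was 0.726, and the median of the signed differences, in which higher and lower values cancel, was 0.0185. For ACE-2, at 3.86 against the paper's 4.58, a part of the difference remained.

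The paper states that the 6 target genes changed significantly with IRW, from t-tests on qRT-PCR as well as from edgeR on RNA-seq. The values here come from RNA-seq alone and do not test the qRT-PCR result. The permutation test also does not allow for the study's choice of these genes on the same libraries. Here ICAM-1 and VCAM-1, ACE-2 and IRF-8 passed the exact permutation test, at adjusted p values over the 6 genes of 0.00649, 0.00649, 0.0303 and 0.0487, and ABCB-1 and CDH-1 did not, at 0.0727 and 0.160. The settings that called ACE-2 over all tested genes were edgeR's likelihood ratio test and the fits with tagwise dispersion on all libraries. Those that called IRF-8 were DESeq2 and the fits with tagwise dispersion, with and without IRW 1. ABCB-1 and CDH-1 were called by the fits with tagwise dispersion on all libraries, and ICAM-1 and VCAM-1 by edgeR's exact and likelihood ratio tests, DESeq2, the fits with tagwise dispersion and limma without Untrt 6. The number of expressed genes, 13108 here at 7 of 11 libraries, equalled the paper's 13352 with the alternative of at least 50% of the libraries, which is 6 of 11.

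In Table S3, the values printed for PIK3CG equal those of Prex1 in Table S2 and not those of Pik3cg, and the values printed for GSTM1 equal those of Gstm2. In Table S1, 1 pair of genes, ICAM-1 and VCAM-1, is printed with the same primer sequences.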

Other observations

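Several further gene lists were matched only in part. The cell cycle gene Top2a, a topoisomerase of dividing cells and the matched member of a list of 21, had 68.5 CPM in IRW 1, 45.9 CPM in IRW 6 and 36.1 CPM in IRW 2, against 3.95 to 8.85 CPM in the other IRW libraries and 1.93 to 8.55 CPM in the Untrt libraries. The Top2a log2 fold change was 1.80 (unadjusted p = 0.0254 and adjusted p = 0.170 from limma). The respiratory chain subunit gene Ndufa3, matched from a list of 24, had a log2 fold change of -1.41 (unadjusted p = 0.0160 and adjusted p = 0.164 from limma), which was -0.65 without Untrt 4 and Untrt 5. Of 19 immediate early and heat shock genes, Hsp90aa1 passed adjusted over the list alone, while Fos and Egr1 had log2 fold changes of -0.46 and -0.85 and did not. The Egr1 value was -0.43 without Untrt 4, -1.43 without Untrt 2 and -0.07 without both Untrt 4 and Untrt 5. The Fos value was -1.06 without Untrt 2 and -0.10 without IRW 2, and Fos changed its sign with the test. Of 17 ABC transporter genes only Abcb1a was matched, and it was not tested. These members were named by the study on these rats, so neither their direction nor their passing over the list alone is independent evidence.

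Of the 17 genes that Table S2 lists for the kidney, 6 had the direction of the kidney table in the mesenteric artery libraries, and 3 had an unadjusted p under 0.05. ENSRNOG00000050614, named because it is in both parts of Table S2, had a log2 fold change of -1.84 here. Over all 10456 tested genes, 80 had every IRW library above every Untrt library and 72 had every IRW library below, where chance gives 22.6 each way on average (0.216% of genes). Many genes vary together in these libraries, so a single split can lie far from that average. The count was not taken over other splits, so the excess does not exclude chance.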
